# A broad atlas of somatic hypermutation allows prediction of activation-induced deaminase targets

**DOI:** 10.1084/jem.20171738

**Published:** 2018-03-05

**Authors:** Ángel F. Álvarez-Prado, Pablo Pérez-Durán, Arantxa Pérez-García, Alberto Benguria, Carlos Torroja, Virginia G. de Yébenes, Almudena R. Ramiro

## Abstract

Activation-induced deaminase (AID) initiates antibody diversification in germinal center (GC) B cells through the deamination of cytosines on immunoglobulin genes. AID can also target other regions in the genome, triggering mutations or chromosome translocations, with major implications for oncogenic transformation. However, understanding the specificity of AID has proved extremely challenging. We have sequenced at very high depth >1,500 genomic regions from GC B cells and identified 275 genes targeted by AID, including 30 of the previously known 35 AID targets. We have also identified the most highly mutated hotspot for AID activity described to date. Furthermore, integrative analysis of the molecular features of mutated genes coupled to machine learning has produced a powerful predictive tool for AID targets. We also have found that base excision repair and mismatch repair back up each other to faithfully repair AID-induced lesions. Finally, our data establish a novel link between AID mutagenic activity and lymphomagenesis.

## Abstract (precis)

Álvarez-Prado et al. report a detailed map of AID-induced off-target mutations and identify molecular features that predict gene mutability. They identify a novel AID hotspot and demonstrate that base excision and mismatch repair back up each other to repair most AID deamination events.

## Introduction

Activation-induced deaminase (AID) is a crucial enzyme for the immune response because it generates high-affinity and switched antibodies in germinal center (GC) B cells by somatic hypermutation (SHM) and class switch recombination (CSR; Muramatsu et al., 2000; Revy et al., 2000). AID initiates SHM and CSR through the deamination of deoxycytidine residues into deoxyuridines on the DNA of Ig genes (Muramatsu et al., 2000; Petersen-Mahrt et al., 2002; Di Noia and Neuberger, 2007; Stavnezer et al., 2008). The resulting U:G mismatch can be alternatively recognized and processed by base excision repair (BER) or mismatch repair (MMR) pathways, leading either to point mutations, in the case of SHM, or to double-strand breaks (DSBs) followed by a recombination reaction, in the case of CSR (Di Noia and Neuberger, 2007; Stavnezer et al., 2008; Reynaud et al., 2009; Methot and Di Noia, 2017). Although AID activity has a strong preference for Ig genes, it can also target other genes, giving rise to point mutations (Shen et al., 1998; Pasqualucci et al., 2001; Liu et al., 2008) or oncogenic chromosome translocations (TCs; Ramiro et al., 2004, 2006; Robbiani et al., 2008). Understanding AID specificity, or targeting, has been hindered by the technical challenge of detecting AID-induced mutations, which occur at very low frequencies. Here, we have used next generation sequencing to directly measure raw AID mutational activity on a broad representation of the genome and thus gather conclusions on AID specificity, DNA repair, and lymphomagenesis.

## Results and discussion

### Capture-based deep sequencing allows high-throughput identification of AID targets

To explore the scope of AID-induced mutations at a high-throughput scale, we designed a capture library against 1,588 regions corresponding to 1,379 different genes as a representation of the B cell genome (Table S1; see Design of DNA capture library in the Materials and methods). Genomic DNA from GC B cells was isolated, captured, and deep sequenced (Fig. S1, A and B). We made use of a mouse model deficient for both BER and MMR pathways (*Ung^−/−^Msh2^−/−^* mice). In the absence of BER and MMR, AID-induced U:G mismatches remained unprocessed and were replicated over, thus leaving behind almost solely C→T and G→A transitions, the footprint of AID deamination events on DNA (Rada et al., 2004; Methot and Di Noia, 2017). This approach allowed an extremely efficient enrichment and sequencing depth (Fig. S1, A and B). We found a set of 291 genomic regions (corresponding to 275 different genes) that were reproducibly mutated in *Ung^−/−^Msh2^−/−^* GC B cells when compared with *Aicda*^−/−^ GC B cells (q ≤ 0.05; Fig. 1 A; Fig. S1, C–E; and Table S2; representative targets were validated by Sanger sequencing; Fig. 1 B and Table S3). Importantly, the 275-gene target collection included 30 of the 35 previously known AID targets, such as *Bcl6*, *Pim1*, *RhoH*, *Pax5*, and *Cd83* (Fig. 1 C and Table S2; Pasqualucci et al., 2001; Liu et al., 2008; Methot and Di Noia, 2017). Mutations detected in the 291-target regions strongly accumulated in AID mutational hotspots (WRC(Y)/(R)GYW; underlined letters specify deaminated nucleotides; W = A/T; R = A/G; Y = C/T; Fig. 1 D; Rogozin and Kolchanov, 1992). Finally, we found that our 275-target set included a big proportion of genes subject to DSBs or chromosome TCs (Fig. S1 F; Chiarle et al., 2011; Klein et al., 2011; Staszewski et al., 2011; Qian et al., 2014; Dong et al., 2015). Thus, our deep sequencing approach has allowed the discovery of an unprecedented, massive collection of AID targets.

**Figure 1.**
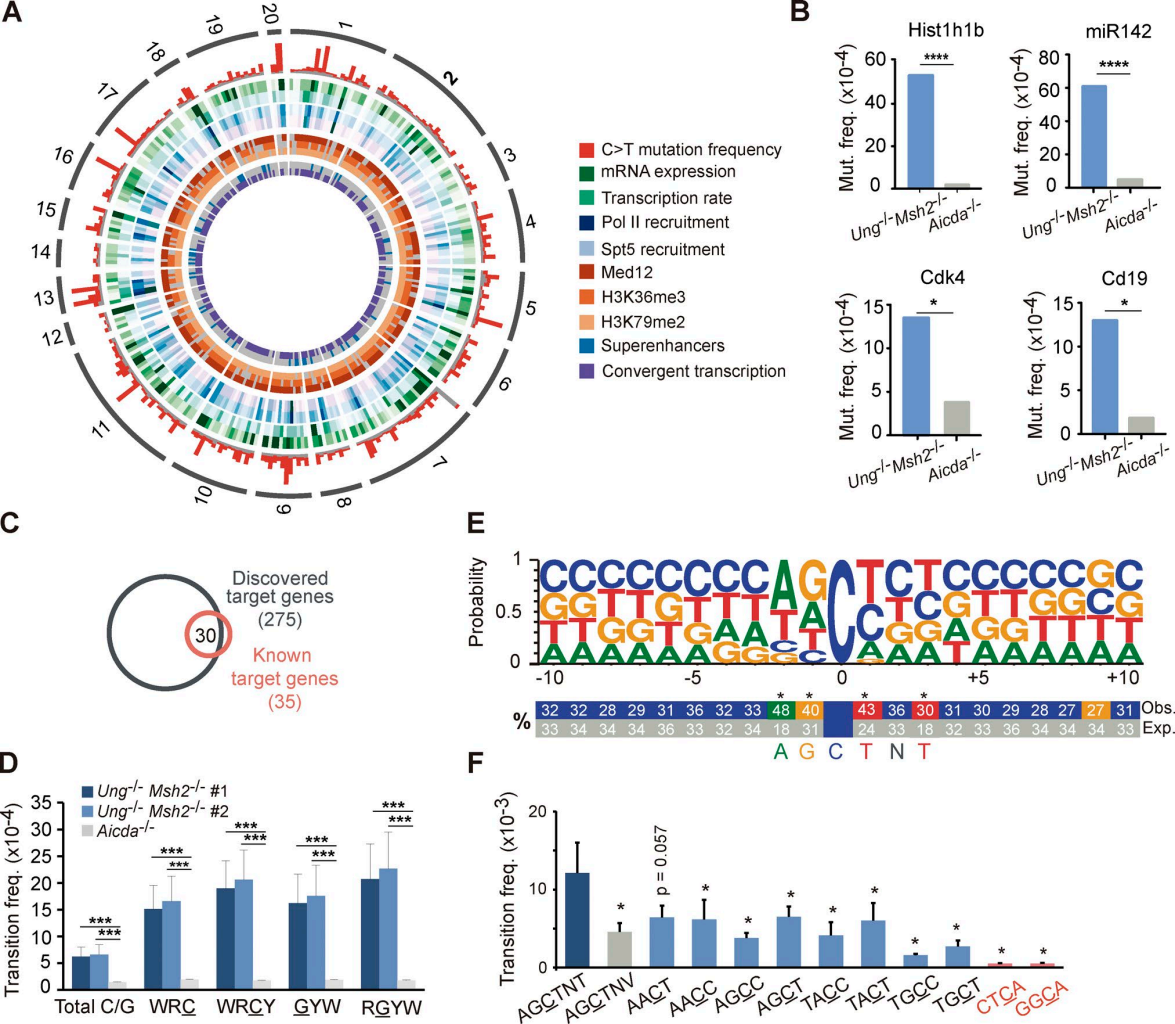
**High-throughput analysis of AID-induced mutations.** DNA from Peyer's patch GC B cells was captured with a probe library for 1,588 genomic regions (Table S1) and deep sequenced. AID targets were identified as those regions accumulating significantly more C→T transition mutations in *Ung^−/−^Msh2^−/−^* than in *Aicda^−/−^* mice (Table S2; FDR ≤0.05, one-tail Fisher test and Benjamini-Hochberg correction; two independent experiments; see Materials and methods). **(A)** Circos plot representation of the AID targets identified in this study and their associated molecular features. The outer ring shows chromosome location and is followed by C→T transition mutation frequency in *Ung^−/−^Msh2^−/−^* (red) and *Aicda^−/−^* (gray) mice. **(B)** Validation of representative AID targets by Sanger sequencing (one-tail Fisher test; Table S3). **(C)** Overlap between the targets discovered in this study and previously reported AID targets. **(D)** Mean transition frequency in total C/G nucleotides and in C/G within WRC(Y)/(R)GYW hotspots (W = A/T; R = G/A; Y = C/T) of the 291 AID targets (two-tailed Student’s *t* test; two independent experiments). **(E)** Logo representation of the sequence context of mutated cytosines (mutation frequency ≥4 × 10^−3^). Statistically significant enrichment of nucleotides surrounding the mutated C is indicated (*, FDR ≤10^−3^, one-tail Fisher test and Bonferroni correction; see Materials and methods), and numbers indicate percentages. **(F)** Mean mutation frequency of cytosines within the indicated motifs (dark blue bar, newly identified hotspot; gray bar, control motif for newly identified hotspot; light blue bars, WRCY hotspots; red bars, random four-nucleotide motifs; two-tailed Mann-Whitney test). *, P ≤ 0.05; ***, P < 10^−3^; ****, P < 10^−4^. Error bars depict SEM.

### Identification of AGCTNT as a novel AID hotspot

To gain insights into the local sequence preference of AID, we first analyzed the mean mutation frequency at individual WRCY/RGYW hotspots across all 291 AID targets and found a wide range of mutability, with AACT and AGCT as the top mutated hotspots in both strands of DNA, which may reflect an intrinsic preference for AID deaminase activity. Next, we performed an unbiased analysis of the sequence context of mutated cytosines. We found that A, G, and T nucleotides were the preferred nucleotides at −2, −1, and +1 positions (Pérez-Durán et al., 2012; Wei et al., 2015; Yeap et al., 2015), respectively, but we further uncovered a significant preference for T at +3 (Fig. 1 E and Fig. S2). Indeed, cytosines lying at the AGCTNT motif were significantly more mutated than those in AGCTNV (where V is A, C, or G) or than other WRCY/RGYW hotspots (Fig. 1 F and Fig. S2, A and B). Thus, our study has revealed AGCTNT as a novel and the most highly mutated AID hotspot identified so far.

### Prediction of AID targets

Using the uniquely large set of AID-mutated genes identified in this study, we performed a comprehensive analysis of molecular features that associate with SHM, including transcription, epigenetic marks, and regulatory sequences (Fig. 1 A; Storb, 2014; Methot and Di Noia, 2017). 

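Gene expression was measured by RNA-Seq in GC B cells and resting, or naive, B cells sorted from Peyer's patches, the lymphoid follicles of the small intestine in which gut antigens sustain GCs. Each population was analyzed in 3 biological replicates, and each replicate was a pool of 5 mice aged 12 wk. The authors aligned the reads to the mouse transcriptome (NCBIm38 v75), quantified them with RSEM, and deposited 1 value per gene and pool in fragments per kilobase of transcript, normalized to the number of mapped fragments (FPKM), for 39179 Ensembl gene identifiers and with 2 decimals. FPKM summed to between 717537 and 725698 in the GC pools (median 722465) and to between 730632 and 774597 in the naive pools (median 740720). Depth was estimated from the steps between low FPKM values of genes with a single transcript, where the smallest step is worth 1 read. This gave about 11000000, 10000000 and 10000000 reads for GC replicates 1, 2 and 3, and about 11800000, 16200000 and 9700000 reads for naive replicates 1, 2 and 3. Only between 62.1% and 70.2% of the low values lay near a whole number of reads, so these depths are approximate and no count test was used. FPKM values were rescaled to TPM, the unit of Fig. 2 A, by dividing them by the total of their pool and multiplying by 1000000. The median coefficient of variation among the 3 GC pools was 19.6% for genes between 1 and 10 TPM, 6.46% for genes between 10 and 100 TPM, and 3.68% for genes above 100 TPM, so weakly expressed genes were measured less precisely. AID targets were the 275 genes of Table S2 A, of which 271 had an expression value, and nontargets were the 1092 genes with an expression value among the 1101 gene symbols listed as nonmutated in Table S1. The 3 IgH regions without a gene identifier were left out. Highly mutated genes were targets with a C/G transition frequency above 0.0003, taken as the mean of both mutation experiments in Table S2 A minus the background frequency given there. This definition held for 60 targets (21.8%), of which 57 had an expression value, and the other 214 targets with a value are called mutated. Without the subtraction, 127 targets (46.2%) passed the same frequency. A pseudocount of 1 was added to TPM before taking log2, which understates differences between weakly expressed genes.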

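Expression in Peyer's patch GC B cells was compared between groups of captured genes on the log2(TPM + 1) scale, with the 3 GC pools averaged for each gene. The 271 AID targets were on average 3.85 log2 units above the 1092 nontargets, and this difference lay between 3.85 and 3.86 when each pool was used alone. The 57 highly mutated genes were 5.54 log2 units above the nonmutated genes (5.53 to 5.56 in single pools). The difference from nonmutated genes was 3.40 for the 214 other targets (3.40 to 3.41 in single pools). Highly mutated genes exceeded the other targets by 2.14 log2 units (2.13 to 2.15 in single pools). Each of these 4 differences had p = 1e-05 in a two-sided permutation test of the gene labels, the smallest value that 100000 resamples can give, and the Benjamini-Hochberg adjusted p over the 4 comparisons was also 1e-05. Genes, not mice, were the units of the test. Of the alternatives tried, keeping only genes with a mean of at least 1 TPM moved the difference between targets and nontargets most, to 2.14 log2 units. The most highly expressed of the highly mutated genes was Cd74 (ENSMUSG00000024610), with 8556 ± 152 TPM (SD, n = 3 pools). Its captured region lies on chromosome 18 from 60963503 to 60964002 (NCBIM37), within the gene, and 162 of its 500 bases are in exons, which include untranslated and coding sequence, while the rest is intron. Actb (ENSMUSG00000029580; chromosome 5, 143667904 to 143668403) followed with 8281 ± 58.2 TPM (SD, n = 3). Bcl6 (ENSMUSG00000022508) was at 249.8 ± 8.14 TPM (SD, n = 3), and its captured region on chromosome 16, from 23988199 to 23988698, has 38 bases of untranslated exon and is otherwise intronic. Pim1 (ENSMUSG00000024014; chromosome 17, 29627990 to 29628489) was at 187 ± 6.03 TPM (SD, n = 3), and 313 bases of its region are in exons. At the other end, the highly mutated gene with the lowest value was Hist1h1a (ENSMUSG00000049539), whose captured region on chromosome 13, from 23855537 to 23856036, lies entirely in its exon. It was at 1.21 ± 0.855 TPM (SD, n = 3), and 56 of the 64 genes taken by name as replication-dependent histone genes were under 10 TPM. Some nontargets were expressed well above most targets. Tpt1 (ENSMUSG00000060126) was at 2506 ± 76.6 TPM and Npm1 (ENSMUSG00000057113) was at 1121 ± 12.5 TPM (SD, n = 3 for each). H2-Aa (ENSMUSG00000036594) was at 2109, 2288 and 2213 TPM in GC replicates 1, 2 and 3.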

We first observed that transcription levels and transcription rates are significantly higher in AID targets than in nontargets and that this difference is even higher for highly mutated targets (Fig. 2 A). We also found that RNAPolII and the stalling factor Spt5, previously described to associate with AID (Nambu et al., 2003; Pavri et al., 2010), show higher binding density within AID mutational targets (Fig. 2 B). Likewise, AID targets were enriched in marks of active enhancers and transcriptional elongation, such as Med12, H3K36me3, and H3K79me2 (Fig. 2 C). Finally, we found that primary AID targeting, as measured by AID mutations in the absence of repair, also focuses preferentially in the vicinity of superenhancers (Fig. 2 D) and in regions subject to convergent transcription (Fig. 2 E; Meng et al., 2014; Qian et al., 2014). Together, our mutagenesis study shows that several mechanisms linked to transcription are critical for AID activity, as suggested in previous studies (Nambu et al., 2003; Pavri et al., 2010; Meng et al., 2014; Qian et al., 2014; Wang et al., 2014). Our data also indicate that AID targeting cannot be defined by any of these features alone. 

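Expression in GC B cells was examined as a single feature. The area under the receiver operating characteristic curve (AUC), which is the probability that a randomly drawn AID target is expressed above a randomly drawn nontarget, was 0.832 over 271 targets and 1092 nontargets. Its 95% bootstrap interval over genes was 0.805 to 0.858, and a two-sided permutation test of the gene labels gave p = 1e-05, the smallest value that the resamples allow. The AUC was 0.926 (0.894 to 0.956) for highly mutated against nonmutated genes and 0.808 (0.777 to 0.838) for the other targets against nonmutated genes. It fell to 0.761 (0.725 to 0.794) when only genes with a mean of at least 1 TPM were kept. The groups nevertheless overlapped. The median of mean TPM was 120.7 among targets, and 108 of the 1092 nontargets (9.89%, 95% Wilson interval 8.26 to 11.8) were above it. Of the 243 genes above this level, 135 were targets (55.6%, interval 49.3 to 61.7). Above the median of the highly mutated genes, 314.6 TPM, there were 28 nontargets. Conversely, 18 of the 271 targets (6.64%, interval 4.24 to 10.3) were expressed below the median nontarget, 2.90 TPM, and 12 of the 57 highly mutated genes were below the median target. There were 7 targets listed at 0 in all 3 GC pools. Across the 271 targets, expression and net transition frequency were related with Spearman's rho of 0.420 and, on log2 scales, Pearson's r of 0.399 (permutation p = 1e-05 for each, the smallest that the resamples allow), with the limit that genes are not independent replicates. The paper counts expression among several transcription-linked features raised in AID targets, and states that none of them defines AID targeting by itself.

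**Figure D1:**
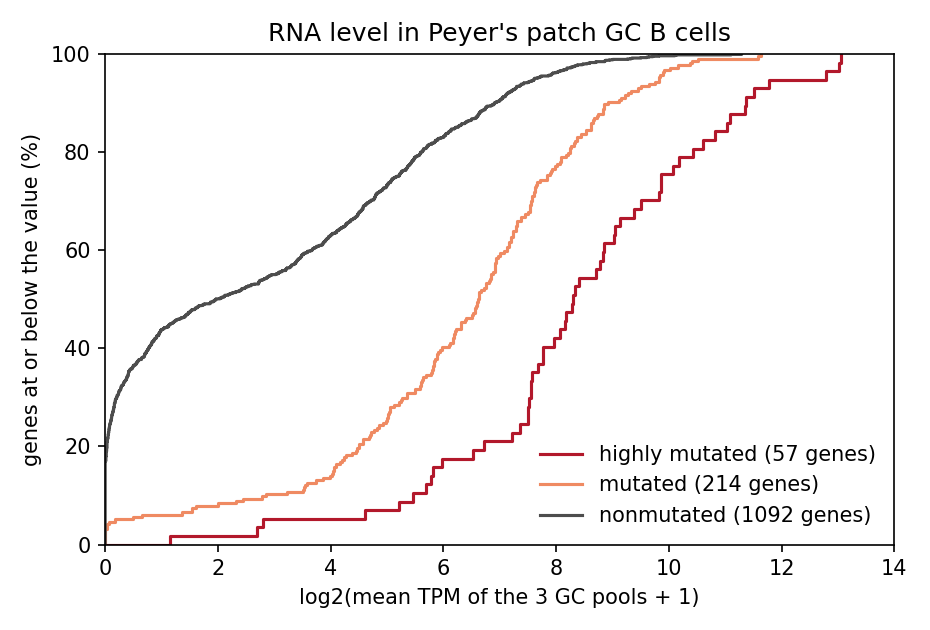
Cumulative share of genes (percent, vertical axis) at or below each expression level, as log2 of the mean TPM of the 3 GC pools plus 1 (horizontal axis), for 57 highly mutated, 214 mutated and 1092 nonmutated genes. The curve of the highly mutated genes lies to the right of the others, and the 3 curves overlap over part of the expression range.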

To approach whether a combination of these molecular features could be used to predict AID targeting, we developed a prediction model using a machine-learning algorithm, fed with the collection of genes analyzed here together with the set of molecular features described in Fig. 2 (A–E) (Fig. S3, A and B; see Machine learning to predict AID targets in the Materials and methods for details). We found that a combination of high-density RNAPolII and Spt5 binding, found in 2.3% of genes in the whole genome (Fig. S3 B), predicts AID specificity with 77% probability (P < 0.001; Fig. 2 F and Fig. S3 A). Conversely, low RNAPolII binding combined with low gene expression predicted the absence of mutations for 95% of genes (Fig. 2 F). 

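Binding of RNAPolII was not analysed here, so the expression part of this rule was examined alone, by ranking the 1363 captured genes with a value by mean TPM in GC B cells. In the lowest 20% of genes, from 0 to 0.0554 TPM, 10 of 273 genes were AID targets (3.66%, 95% Wilson interval 2.00 to 6.61), against 261 of the other 1090 genes (23.9%). The two-sided Fisher's exact test gave p = 2.31e-17. In the highest 20%, from 104 to 8556 TPM, 148 of 272 genes were targets (54.4%, interval 48.5 to 60.2), against 123 of the other 1091 genes (11.3%; Fisher's exact test, p = 8.72e-49). The genes listed at 0 in all 3 GC pools, 7 targets and 185 nontargets, fill the lowest decile and part of the next in arbitrary order, so the shares of these deciles are not given separately. By deciles of expression, the share of targets was 1.47% in decile 3, 8.82% in decile 5, 33.1% in decile 8, and 64.0% in the highest decile. Highly mutated genes were absent from the lowest 3 deciles and made up 25.0% of the highest decile (34 of 136 genes). The intervals cover sampling of genes only. The shares also depend on the library, which held genes chosen for earlier evidence of AID activity or of Spt5 binding. Among the randomly picked genes alone, 98 of the 231 genes in their highest 20% were targets (42.4%, interval 36.2 to 48.9). In their lowest 20%, 8 of 232 genes were targets (3.45%). Groups of 20% were used because the paper's text does not name the expression threshold of its classification tree.

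**Figure D2:**
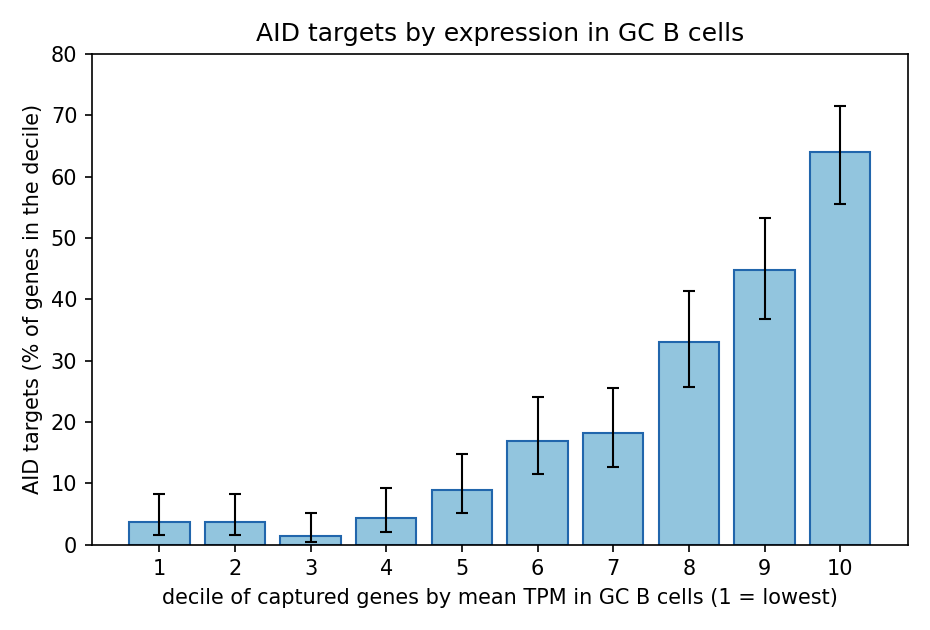
Share of AID targets (percent of genes, vertical axis) in each decile of the captured genes ranked by mean TPM in GC B cells (horizontal axis, 1 is the lowest), with 95% Wilson intervals as error bars. The share reaches 64.0% in the highest decile. Genes tied at 0 were divided arbitrarily between deciles 1 and 2.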

To test the accuracy of our prediction model, we analyzed the mutation frequency of a new collection of genes (not included in our capture library) with high-density RNAPolII and Spt5 binding (Fig. S3 C and Table S4). We found that 11/12 of the analyzed genes were significantly mutated (Table S4 and Fig. 2 G). Indeed, two genes (*Hist1h1c* and *Clec2d*) were mutated at the range of the top 20% mutated genes at frequencies similar to those found in *Pax5* or *Rhoh* (Table S2 and Table S4). Thus, we have built a powerful predictive tool for AID activity.

**Figure 2.**
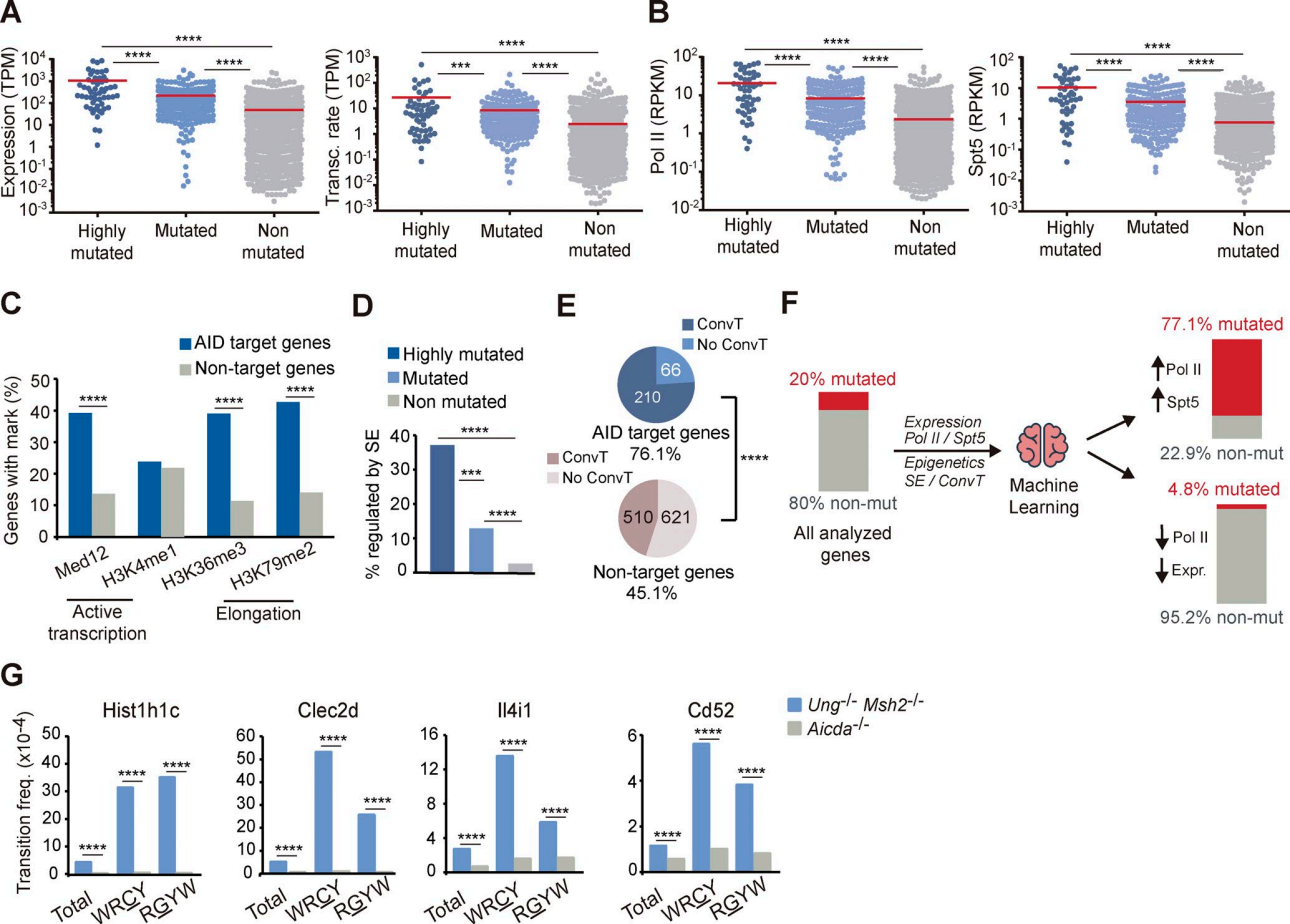
**Molecular features of AID targets predict mutability. (A)** Expression level of highly mutated (top 20% mutated genes, C→T transition frequency >3 × 10^−4^), mutated (rest of mutated), and nonmutated genes in Peyer's patch GC B cells as measured by RNA-Seq and transcription rate of AID targets in GC B cells from lymph nodes as measured by GRO-Seq. TPM, transcripts per million. **(B)** Recruitment of RNAPolII and Spt5 to AID targets and nontargets measured in in vitro activated splenic B cells by ChIP-Seq. RPKM, reads per kilobase per million reads mapped. **(C)** Transcription and transcription elongation marks in AID targets and nontargets by ChIP-Seq analysis of in vitro activated splenic B cells (Med12, H3K4me1, H3K36me3, and H3K79me2). **(D)** Proportion of highly mutated, mutated, and nonmutated genes regulated by superenhancers (SE) in GC B cells (see Materials and methods). **(E)** GRO-Seq analysis of convergent transcription (ConvT) in AID targets and nontargets from GC splenic B cells obtained from SRBC-immunized mice. **(F)** Representation of the machine-learning approach used for AID target prediction. **(G)** Validation of representative genes predicted to be mutated by the model by PCR-Seq. Statistical tests: two-tailed Student’s *t* test (A, B, and G) and one-tailed Fisher test (C–E). ***, P < 10^−3^; ****, P < 10^−4^.

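On the linear scale of TPM, the mean over the 57 highly mutated genes was 1041 ± 10.5 TPM (SD, n = 3 GC pools). It was 217 ± 0.481 TPM (SD, n = 3) over the 214 mutated genes and 45.5 ± 0.109 TPM (SD, n = 3) over the 1092 nonmutated genes. Highly mutated genes were therefore 22.9 times the nonmutated mean and 4.81 times the mutated mean, and mutated genes were 4.77 times the nonmutated mean. The SD describes repeated measurement of the same genes; the SEM over genes was 244 TPM for highly mutated, 26.3 TPM for mutated and 4.34 TPM for nonmutated genes. Medians, taken in each GC pool and averaged over the 3 pools, were lower than the means, with 313.7 TPM for highly mutated, 98.9 TPM for mutated, and 3.00 TPM for nonmutated genes. Cd74, Actb and Eef1a1 together made up 40.3% of the summed TPM of the highly mutated genes, and the mean of this group was 656 TPM without them. A two-sided permutation test of the gene labels on these linear values gave p = 1e-05 for each of the comparisons, the smallest value it can give. The transcription rates from GRO-Seq were not analysed here.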

### BER and MMR back up each other to faithfully repair AID-induced lesions

BER and MMR act downstream of AID-induced U:G mismatches so that UNG is critical for the generation of transversions at C:G pairs while MSH2 facilitates the introduction of mutations at A:T pairs (Frey et al., 1998; Phung et al., 1998; Rada et al., 1998, 2002, 2004; Methot and Di Noia, 2017). UNG and MSH2 can also promote conventional, faithful repair of AID-induced U:G mismatches (Liu et al., 2008; Pérez-Durán et al., 2012). To explore the contribution of BER and MMR to AID mutagenic activity, we analyzed GC B cells from single-deficient *Ung^+/−^Msh2^−/−^* and *Ung^−/−^Msh2^+/−^* mice and from control *Ung^+/−^Msh2^+/−^* mice and compared the mutation frequency of the 291 AID target regions identified in this study (Table S2). We found similar mean mutation frequencies in B cells deficient for UNG alone, MSH2 alone, or proficient for both, whereas AID targets harbored significantly more mutations in the combined absence of UNG and MSH2 (Fig. 3, A and B). Indeed, only a small proportion (∼6%) of the genes mutated in *Ung^−/−^Msh2^−/−^* cells was also mutated in single-knockout and double-heterozygous cells (Fig. 3 C and Table S2). Moreover, we found that classical AID off targets, such as *Bcl6* or *Pim1*, although mutated in all genotypes analyzed, harbored a significantly bigger load of mutations in *Ung^−/−^Msh2^−/−^* cells than in *Ung^+/−^Msh2^−/−^*, *Ung^−/−^Msh2^+/−^*, or *Ung^+/−^Msh2^+/−^* cells (Fig. 3 D). Together, these data indicate that BER and MMR back up each other to faithfully repair most of the AID-induced lesions in GC B cells.

**Figure 3.**
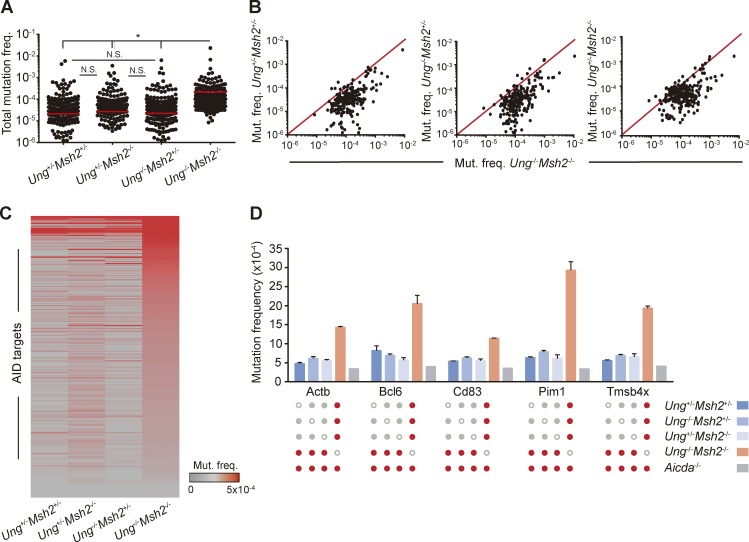
**BER and MMR back up each other to error-free repair AID-induced lesions. (A and B)** Total mutation frequency of AID targets in *Ung^+/−^Msh2^+/^*^−^, *Ung^−/−^Msh2^+/−^*, and *Ung^+/−^Msh2^−/−^* GC B cell mice compared with that of *Ung^−/−^Msh2^−/−^* mice (mean of two independent experiments; see Materials and methods; Table S2). **(C)** Heat map representation of AID targets in *Ung^+/−^Msh2^+/^*^−^, *Ung^−/−^Msh2^+/−^*, *Ung^+/−^Msh2^−/−^*, and *Ung^−/−^Msh2^−/−^* GC B cells. **(D)** Mutation frequency of representative genes in *Ung^+/−^Msh2^+/−^, Ung^−/−^Msh2^+/−^, Ung^+/−^Msh2^−/−^*, *Ung^−/−^Msh2^−/−^*, and *Aicda^−/−^* GC B cells. Red dots indicate statistically different mutation frequencies between the indicated genotypes. Mutation frequency found in *Aicda^−/−^* mice was substracted before plotting A–C. (A and D) Two-tailed Student’s *t* test; *, P ≤ 0.05. Error bars depict SEM. N.S., not significant.

### AID targets are recurrently mutated in human lymphomas

We next assessed the contribution of AID off-target mutations to B cell–derived malignancies by making use of available sequencing data on human lymphomas. We found that AID targets are significantly enriched in genes mutated in human B cell lymphomas (see Annotation of AID targets in the Materials and methods for details; Fig. 4 A). Indeed, 21/275 (7.6%) of our set of AID target genes are mutated in diffuse large B cell lymphomas (DLBCLs; Fig. 4 B), a highly prevalent, aggressive form of lymphoma (Shaffer et al., 2012). Lymphoma genes mutated by AID included *Bcl6*, *RhoH*, *Pim1*, *Ebf1*, *Eif4a2*, and *Pax5*, which is in agreement with previous studies (Shen et al., 1998; Pasqualucci et al., 2001; Liu et al., 2008). In addition, we identified nine novel genes mutated in human DLBCLs that accumulate AID-induced mutations (Fig. 4 B), including *Mef2b*, *Lyn*, *Tnfaip3*, *Gna13*, and *Irf8*. Remarkably, we found many instances where the exact same mutations described in human lymphoma genes were also found in the AID targets identified in this study in nontransformed mouse B cells (Fig. 4 C and Table S5). Together, these results suggest that off-target AID mutagenic activity can contribute to GC-associated lymphomagenesis.

**Figure 4.**
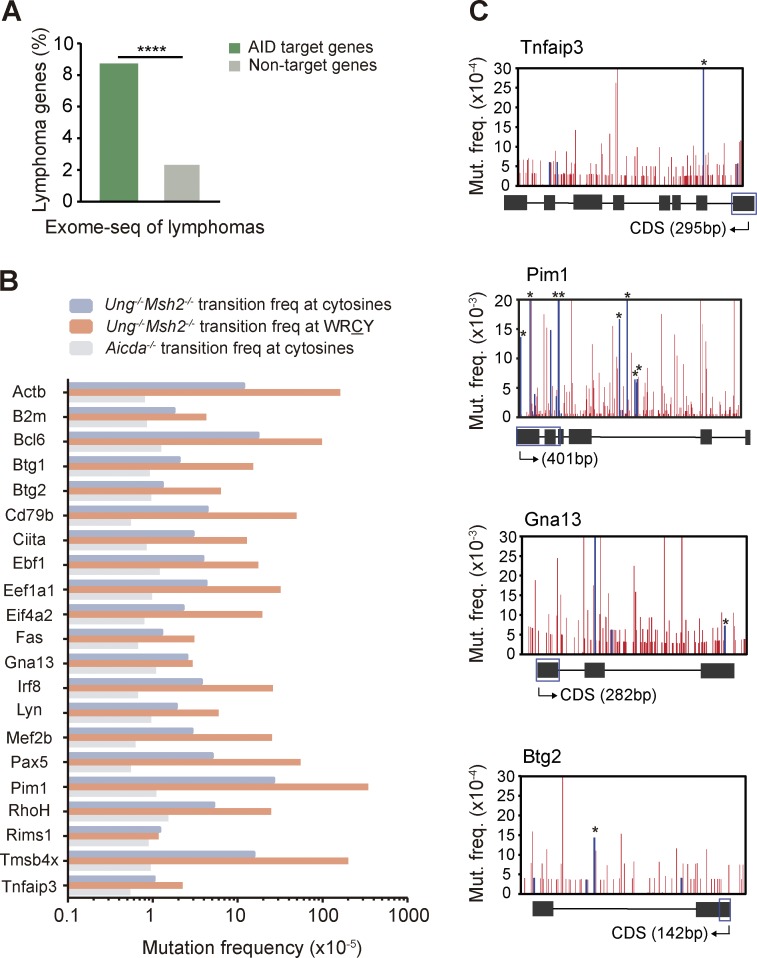
**AID targets are recurrently mutated in human lymphomas. (A)** AID targets are enriched in genes involved in lymphoma development. Percentage of lymphoma genes within AID target and nontarget genes. Annotation was done from public data on human lymphoma sequencing (see Materials and methods; two-tailed Fisher test; ****, P < 10^−4^). **(B)** Mutation frequency in total C/G nucleotides and C/G nucleotides within WRC(Y)/(R)GYW hotspots (W = A/T; R = G/A; Y = C/T) of the 21 AID target genes involved in human DLBCL development analyzed in *Ung^−/−^Msh2^−/−^* mice (mean of two independent experiments; see Materials and methods). **(C)** Mutation profiles of representative DLBCL genes analyzed in *Ung^−/−^ Msh2^−/−^* mice. Blue bars indicate mutations identical to those found in human lymphoma tumor samples (Table S5); asterisks indicate mutations occurring in a WRC(Y) hotspot. The diagrams below the graphs represent the complete gene (not to scale), and blue boxes indicate the region depicted above. Mutation frequency found in each nucleotide in *Aicda^−/−^* mice was subtracted before plotting.

Until now, the study of AID specificity has been hindered by the technical challenge of detecting AID-induced mutations; indeed, only a limited number of genes has been directly interrogated for AID-mediated mutagenesis (Pasqualucci et al., 2001; Liu et al., 2008; Methot and Di Noia, 2017). However, genome-wide AID specificity has been inferred from high-throughput analysis of AID binding, which does not warrant AID activity, AID-induced DSBs, or chromosomal TCs, which involve complex processing of the initial lesion induced by AID (Chiarle et al., 2011; Klein et al., 2011; Staszewski et al., 2011; Yamane et al., 2011; Meng et al., 2014; Qian et al., 2014). The strategy developed in this study has provided an unprecedented scope to the analysis of AID targeting: we describe here the broadest collection of AID mutational targets (275 genes) to date, 10-fold larger than the previously known targets. The strength of this analysis is well supported by the confirmation of the vast majority of previously identified AID targets and the validation of targets by conventional Sanger sequencing.

Here, we have integrated our mutation data with a collection of molecular features of GC B cells to feed a machine-learning algorithm. According to the machine-learning tree generated here, the combined binding of Spt5 and RNAPolII at high density is the best predictor for AID mutability, although additional combinations of transcriptional traits bear some predictive power as well. Furthermore, we have performed independent experimental validation showing that randomly picked Spt5^high^RNAPolII^high^ genes indeed are very frequently mutated by AID. This is, to our knowledge, the first instance of a tool that successfully predicts the potential of a gene to be targeted by AID. Regarding the fate of AID-induced lesions, BER and MMR have long been known to broaden the diversity of SHM with an apparent perverted recruitment of error-prone polymerases and to do so in a cooperative manner (Rada et al., 2004; Di Noia and Neuberger, 2007; Methot and Di Noia, 2017). The mechanisms responsible for the error-free versus error-prone activity of UNG and MSH2 are far from understood, and both gene-specific and local sequence contexts may play a role in defining the fate of the U:G resolution (Liu et al., 2008; Pérez-Durán et al., 2012; Wei et al., 2015). Strikingly, here we show that the fate of the majority of off-target lesions induced by AID is to undergo faithful repair by BER and MMR and that, again, both pathways can back up each other in this task with only a minor fraction of the mutations escaping them. Whether this reflects gene-specific qualities or is the consequence of excessive mutation load will deserve further investigation. We would speculate that a minor fraction of unrepaired mutations in prolymphomagenic genes could provide cell growth advantage and account for the predominance of AID-mediated mutations in lymphomas. Regardless of oncogenic relevance, it is remarkable that even though our mutation analysis was performed in nontransformed cells, we could detect individual AID-induced mutations that are recurrently mutated in lymphoma. Thus, our results yield a novel perspective on the contribution of AID activity to B cell transformation through the introduction of mutations.

We expect our mutational study will be valuable for other research questions, including validation of novel molecular mechanisms involved in AID targeting, prediction of novel targets, or assessment of cancer-associated mutations. Furthermore, similar approaches would be of immediate interest to broaden our knowledge on the role of AID or other mutagenic activities not only in B cell lymphomas, but also in malignancies from any origin.

## Materials and methods

### Mice

*Ung* and *Msh2* mutant mice used in this study were generated by crossing *Ung^−^*^/^*^−^* mice (Nilsen et al., 2000) and *Msh2*^−/−^ mice (Reitmair et al., 1995). *Aicda*^−/−^ mice have been previously described (Muramatsu et al., 2000). Mice were housed in specific pathogen-free conditions. Male and female mice between 20 and 28 wk were used for the experiments. The number of animals per group to detect biologically significant effect sizes was calculated using an appropriate statistical sample size formula. All experiments were done in concordance with EU Directive 2010/63EU and Recommendation 2007/526/EC regarding the protection of animals used for experimental and other scientific purposes, enforced in Spanish law under RD 53/2013.

### Design of DNA capture library

A set of 1,379 mouse genes was selected as a representation of the genome (Table S1). 85% of all genes were randomly picked, ensuring even representation of chromosomal location by bioinformatic analysis and unbiased biological function. ∼15% of the library corresponded to previously known AID targets (Müschen et al., 2000; Pasqualucci et al., 2001; Gordon et al., 2003; Liu et al., 2008; Robbiani et al., 2009; Pavri et al., 2010), IgH probes, and other controls. Probes were designed in eArray (Agilent) to capture the first 500 bp downstream of each transcriptional start site (TSS) of each of the 1,379 genes. Because various genes contained more than one predicted TSS, the library includes a total of 1,588 different genomic regions. Library design included 50 extra nucleotides at both ends of each region to optimize the capture yield. A custom target enrichment capture library was then synthesized by the manufacturer (SureSelectXT; Agilent).

### DNA capture and sequencing

GC (*Cd19^+^Fas^+^GL7^+^*) B cells were isolated from Peyer’s patches of *Ung^+/−^Msh2^+/−^* (*n*_1_ = 10; *n*_2_ = 11), *Ung^−/−^Msh2^+/−^* (*n*_1_ = 46; *n*_2_ = 8), *Ung^+/−^Msh2^−/−^* (*n*_1_ = 46; *n*_2_ = 2), and *Ung^−/−^Msh2^−/−^* (*n*_1_ = 37; *n*_2_ = 8) littermates and *Aicda^−/−^* (*n* = 31 mice) mice by sorting in a FACSAria cell sorter (BD Biosciences) after staining with anti–mouse antibodies to *Cd19*, *Fas*, and *GL7* (BD Biosciences). Genomic DNA was isolated by standard procedures and quantified in a fluorometer (Qubit; Invitrogen). DNA capture, library preparation, and DNA sequencing were performed by the Genomics Unit at Centro Nacional de Investigaciones Cardiovasculares (CNIC). In brief, DNA was fragmented in a sonicator (Covaris) to ∼200 nucleotide-long (mean size) fragments and purified using AMPure XP beads (Agencourt). Quality was assessed with the 2100 Bioanalyzer (Agilent). Then, fragment ends were repaired, adapters were ligated, and the resulting library was amplified and hybridized with our custom SureSelectXT library of RNA probes. DNA–RNA hybrids were then captured by magnetic bead selection. After indexing, libraries were single-end sequenced in a HiSeq 2500 platform (Illumina).

### Target enrichment assessment by quantitative RT-PCR

*Noxa1*, *Ostn*, and *Pcna* amplifications were quantified with green assay (SYBR; Applied Biosystems) in a real-time PCR system (AB7900 Standard; AbiPrism). *Gapdh* amplifications were used as normalization controls. The following primers were used: *Gapdh* (forward), 5′-TGAAGCAGGCATCTGAGGG-3′; *Gapdh* (reverse), 5′-CGAAGGTGGAAAGTGGGAG-3′; *Ostn* (forward), 5′-CATAGTGTTGCTGTGGTT-3′; *Ostn* (reverse), 5′-CATTATATTGGTCTGCTGTT-3′; *Noxa1* (forward), 5′-CGCGGGACAGCAATGAGAAG-3′; *Noxa1* (reverse), 5′-CCATCTACTCAGTTTCAAGGA-3′; *Pcna* (forward), 5′-CTCCAGCACCTTCTTCAG-3′; and *Pcna* (reverse), 5′-TCTCATCTAGTCGCCACA-3′.

SDS software (Applied Biosystems) was used for analysis of the data.

### Sanger sequencing

Regions to be sequenced were amplified from 160–200-ng genomic DNA in four independent reactions to minimize possible PCR biases. The following primers were used: *Hist1h1b* (forward), 5′-ATGCCTTAGACTTCACCGCC-3′; *Hist1h1b* (reverse), 5′-TTGTAACCTTGAGTCGCCGC-3′; *miR142* (forward), 5′-CGGTCCCTGGGAAGTTACAC-3′; *miR142* (reverse), 5′-AACGAGAGGCAAACAGTCTTCA-3′; *Cd19* (forward), 5′-GCCCCTCTTCCCTCCTCATA-3′; *Cd19* (reverse), 5′-CCTGCACCCACTCATCTGAA-3′; *Cdk4* (forward), 5′-TCTGGCAGCTGGTCACATGG-3′; and *Cdk4* (reverse), 5′-GATCACCAGCTAGTCGTCCC-3′. Amplification reactions were carried in a final volume of 25 µl using 2.5 U Pfu Ultra HF DNA polymerase (Agilent) and the following PCR setup: 95°C for 2 min, 25 (*Cd19* and *Cdk4*) or 26 cycles (*miR142* and *Hist1h1b*) of denaturation at 94°C for 30 s, annealing at 57°C (*miR142* and *Hist1h1b*) or 58°C (*Cd19* and *Cdk4*) for 30 s, extension at 72°C for 1 min, and a final stage of 72°C for 10 min. PCR products were purified from a 1% agarose gel (Illustra Gel Band Purification kit; GE Healthcare) and cloned into pGEMT vector (Promega). Competent DH5α *Escherichia coli* bacteria were transformed with the constructs, and individual colonies (192–288 per gene) were grown in 96-well plates. Plasmidic DNA was then isolated (Plasmid MiniPrep kit; Millipore) and sequenced by Sanger sequencing using SP6 universal primer. Sequence analysis was performed using SeqMan software (Lasergene).

### PCR-Seq to validate the machine-learning approach

40–50 ng of genomic DNA was amplified using the following primers: *Apobec3* (forward), 5′-GTCTTCCATAGCCTGCTCACA-3′; *Apobec3* (reverse), 5′-TAGCTGACTGGTGTGGTTCC-3′; *Aurkaip1* (forward), 5′-ACTTGTCACTTCCGCAGTCC-3′; *Aurkaip1* (reverse), 5′-CCATCCCCAAGTCAGGTGTG-3′; *Ccdc17* (forward), 5′-TCTTTTCTGTCCAGTCCGCC-3′; *Ccdc17* (reverse), 5′-ACAAATGGGCAGAGTCAGGG-3′; *Cd52* (forward), 5′-TACTGCCGCACACATGACTC-3′; *Cd52* (reverse), 5′-TGAGGTGGGAAGCCAAACAT-3′; *Cd68* (forward), 5′-AGGGGCTGGTAGGTTGATTG-3′; *Cd68* (reverse), 5′-GGAGTCAGGACTGGATTTGAC-3′; *Cd69* (forward), 5′-TCTAAAGGTTTTGAGACCCCC-3′; *Cd69* (reverse), 5′-TGAAGCCTCATCAACGCACT-3′; *Clec2d* (forward), 5′-GGCTCCTGACCTTGAAATGC-3′; *Clec2d* (reverse), 5′-AGGCAACTTCTGCCACTATGC-3′; *Coro1a* (forward), 5′-AGGGCTCTGGGGTTCTACTT-3′; *Coro1a* (reverse), 5′-GGAAATGACCACGGGGGTTT-3′; *Hist1h1c* (forward), 5′-CTCTATCGGCGTACTGCCAC-3′; *Hist1h1c* (reverse), 5′-ATCGAGTCCCTTGCAACCTT-3′; *Il4i* (forward), 5′-ATTCCCGAGGGAGGTGAGTG-3′; *Il4i* (reverse), 5′-GGTAGCTTCTCTCCGTCACAC-3′; *Maz* (forward), 5′-GTCAACAAAGAACCCCTCCCT-3′; *Maz* (reverse), 5′-CACCTGTCCCCTGAGTTGTG-3′; *Trex1* (forward), 5′-GCCTAACAGGTTTGATTGTCC T-3′; and *Trex1* (reverse), 5′-TAGGCTGAGCACTCCCAGTC-3′. Amplification reactions were carried in a final volume of 25 µl using 2.5 U Pfu Ultra HF DNA polymerase (Agilent; 95°C for 2 min, 26 cycles of 94°C for 30 s, 55°C for 30 s, 72°C for 1 min, and a final stage of 72°C for 10 min). PCR products were purified and fragmented using a sonicator (Covaris), and libraries were prepared by the CNIC Genomics Unit according to the manufacturer’s instructions (NEBNext Ultra DNA Library Prep; New England Biolabs). Sequencing was performed in a HiSeq 2500 platform (Illumina). Analysis was performed as previously described (Pérez-Durán et al., 2012).

### Gene expression profiling by RNA-Seq

GC (*CD19^+^Fas^+^GL7^+^*) and resting (*CD19^+^Fas^−^GL7^−^*) B cells were sorted from Peyer’s patches of littermate 12-wk-old WT C57BL/6 mice. Three biological replicates were analyzed, each composed of a pool of five female mice. 

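The 3 GC pools resembled each other more than they resembled the naive pools. Pearson's r across genes on the log2(TPM + 1) scale, where genes are not independent replicates, was between 0.980 and 0.982 for the 3 pairs of GC pools and between 0.983 and 0.985 for the 3 pairs of naive pools. It was between 0.935 and 0.937 for the 9 pairs of a GC and a naive pool. Between 12380 and 12450 genes reached 1 TPM in the GC pools, and between 12075 and 12269 genes in the naive pools. Fas (ENSMUSG00000024778), whose product was used for sorting, was at 114 ± 5.55 TPM (SD, n = 3) in GC and 3.22 ± 0.314 TPM (SD, n = 3) in naive B cells. It was higher in every GC pool than in every naive pool, the direction of the sort.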

RNA was purified from pellets of 2–2.5 × 10^4^ cells, and DNaseI treatment was applied to avoid DNA contamination (RNAeasy MiniKit; Qiagen). RNA quality was assessed with the 2100 Bioanalyzer, showing high RNA purity and integrity. Sequencing libraries were prepared by the CNIC Genomic Unit according to the manufacturer’s protocol (NEB NEXT Ultra RNaseq Library Prep kit; New England Biolabs) from 100 ng RNA per replicate and sequenced in a HiSeq 2500 platform.

### Computational analysis

#### Pipeline to identify and annotate AID-induced mutations

Raw reads were demultiplexed by Casava v1.8 to generate a fastq file that was aligned to the mouse genome (NCBIm37 v61 Feb 2011) with Novoalign 2.08.01 (command line options: -o SAM -F ILM1.8 -H -r None -q 2). Sam files were processed with Samtools 0.1.19 to generate a sorted bam file that was piped to a custom Perl script for the analysis of AID mutations. In brief, the software analyzes the regions of interest in the bam file, annotates hotspots, localizes and suppresses annotated single nucleotide polymorphism positions (Sanger Mouse Genomes Project SNP and Indel Release v2), and reports relevant information about AID activity. AID targets were identified as those genes accumulating significantly more C→T transition mutations in *Ung^−/−^Msh2^−/−^* than in *Aicda^−/−^* mice (false discovery rate [FDR] ≤0.05, one-tail Fisher test and Benjamini-Hochberg correction).

Mutation frequencies were calculated as follows:

$$\mathrm{Total mutation freq}=\frac{\mathrm{Total number of mutations}}{\mathrm{Total sequenced length}},$$

Mutation freq C/G=(Mutated cytosines+Mutated guanines)(Seq length cytosines+Seq length guanines),

and

Mutation freq WRC(Y)/(R)GYW =(Mutated cytosinesWRC(Y)+Mutated guanines(R)GYW)(Seq length cytosinesWRC(Y)+Seq length guanines(R)GYW).

(Only cytosines in WRC(Y) and guanines in (R)GYW were considered to calculate mutation frequency at hotspots.)

#### Integration of AID targets with public data on TC and DSB occurrence

The bar graph included in Fig. S1 F represents overlaps in the 1,375 genes analyzed in this study (divided into mutated and nonmutated genes) and genes where TCs or DSBs occur in B cells: Meng et al. (2014) refer to TC sites identified by HTGTS in αCD40+IL4-activated B cells as published in Table S2 from their study; Klein et al. (2011) refer to TC sites identified by TC-Seq in IgH^I-Sce^ LPS+IL4-activated B cells as published in Table S4 from their study; Chiarle et al. (2011) refer to TC sites identified by HTGTS in c-myc^25xI-SceI^ αCD40+IL4-activated B cells as published in Table S3 (significant hits at P ≤ 0.05) from their study; Qian et al. (2014) refer to DSBs identified by replication protein A (RPA) differential recruitment (RPA–chromatin immunoprecipitation [ChIP]) in Ig*k*AID 53BP1^−/−^ in vitro activated B cells as published in Table S1 A from their study; and Staszewski et al. (2011) refer to DSBs identified by Nbs1 binding (ChIP-on-ChIP) in LPS+αIgD-dextran+BLySS-activated B cells as published in Table S1 (P ≤ 0.05) from their study.

#### Sequence context of mutated cytosines

The sequence context of mutated cytosines (C→T transition frequency ≥4 × 10^−3^) was analyzed in a window of 10 nucleotides. Logo representation was done using WebLogo3, and the percentage of each nucleotide in each position surrounding the mutated cytosine was calculated by a custom Perl script. Enrichment for adenosine, guanine, cytosine, or thymine was tested against the sequence context of all cytosines present in the 1,588 regions analyzed in this study (one-tailed Student’s *t* test + Bonferroni correction).

#### Gene expression profiling by RNA-Seq

After demultiplexing by Casava v1.8, read quality was assessed by FASTQC, and sequencing adapters were removed from sequence reads by cutadapt v1.9. The resulting reads were aligned to and quantified on the mouse transcriptome (NCBIm38 v75, Feb 2014) using RSEM v1.2.25 with the following parameters: -p 3–time–output-genome-bam–sampling-for-bam–bowtie-e 60–bowtie-m 30–bowtie-chunkmbs 512–fragment-length-mean 180–fragment-length-sd 50.

#### Transcription rate analysis (GRO-Seq)

Reads were mapped to the mouse genome (mm9/NCBI37) using bowtie2, and uniquely mapped, nonredundant reads were kept. Reads mapping in ±1 kb from TSSs were quantified and summarized at the gene level using HTSeq.

#### PolII and Spt5 recruitment

Quantification of PolII and Spt5 recruitment was extracted from Table S3 A in Pavri et al. (2010).

#### Superenhancer analysis

Data were extracted from the catalog of superenhancers that overlap with gene bodies identified in GC B cells as published in Table S3 in Meng et al. (2014) (GEO accession no. GSE62296).

#### Epigenetic mark analysis

Sequencing data (fastq files) for each epigenetic mark were aligned to the mouse genome (NCBIm37 v61, Feb 2011) using bowtie 1.1.1 (command line options:–best -m1 -n2 -p2). Alignment files were processed by Samtools 0.1.19 to generate a sorted bam file. Peak calling was done using MACS2 (v2.1.0.20140616) according to the optimal parameters for a histone modification status profiling as reported by the creators of the tool (Feng et al., 2011). Mapping of annotated peaks to genes was done using GREAT (version 3.0.0).

#### Convergent transcription analysis (GRO-Seq)

Convergent transcription data analysis was performed as described in Meng et al. (2014). In brief, reads were mapped to the mouse genome (mm9/NCBI37) using bowtie2, and uniquely mapped, nonredundant reads were kept. HOMER (v4.6) was used with default parameters to identify transcribed regions from both strands and bedtools (v2.24) to find and annotate ConvT regions (regions where >100 bp of sense and antisense transcription overlap occurs).

#### Machine learning to predict AID targets

The conditional inference tree for classification was built using the *ctree* function from the party R package with default parameters. Genes with a background mutation frequency >5 × 10^−4^ were excluded to avoid artifacts. The following variables were fed into the model for each of the 1,339 genes analyzed: expression, transcription rate, PolII recruitment, and Spt5 recruitment (quantitative, continuous); Med12 recruitment, H3K4me1 recruitment, H3K36me3 recruitment, H3K79me2 recruitment, regulation by superenhancers, and occurrence of convergent transcription (qualitative, discrete). All variables were assigned equal weights to fit the model.

#### Annotation of AID targets

Annotation of AID targets was performed based on public data on sequencing of human DLBCLs, Burkitt lymphomas, and follicular lymphoma tumors (Lohr et al., 2012; Love et al., 2012; Morin et al., 2013; Zhang et al., 2013; de Miranda et al., 2014; Okosun et al., 2014).

### Data availability

Sequencing data generated for this study are available through the GEO database: targeted DNA deep sequencing (accession no. GSE102944) and RNA-Seq (accession no. GSE98086).

The rest of the datasets analyzed in the current study are publicly available through the GEO and/or Sequence Read Archive: GRO-Seq (accession no. GSE62296), GC B cells (accession nos. SRR1611832, SRR1611833, and SRR1611834), naive B cells (accession nos. SRR1611829, SRR1611830, and SRR1611831), ChIP-Seq of PolII and Spt5 (accession no. GSE24178), and ChIP-Seq data of epigenetic marks Med12 (accession no. SRX347810), H3K4me1 (accession no. SRX347815), H3K36me3 (accession no. SRX185869), and H3K79me2 (accession no. SRX185843).

### Statistical analysis

Statistical analyses were performed with stats R package v3.1.1. Error bars in figures represent SEM. Student’s *t* test was applied to continuous data, and a Fisher test was used to assess differences between categorical variables. P-values were corrected for multiple hypothesis testing by Benjamini-Hochberg or Bonferroni method where appropriate. Differences were considered statistically significant at P ≤ 0.05 or q ≤ 0.05.

### Online supplemental material

Fig. S1 shows the experimental workflow used to identify AID targets and technical controls. Fig. S2 shows mutation analysis of WRCY/RGYW hotspots. Fig. S3 shows details on the machine-learning classification tree used for the prediction of AID targets. Table S1 contains a list of the genes included in the capture library. Table S2 A contains a detailed mutation analysis of AID targets in *Ung^+/−^Msh2^+/−^*, *Ung^−/−^Msh2^+/−^*, *Ung^+/−^Msh2^−/−^*, and *Ung^−/−^Msh2^−/−^*. Table S2 B contains a list of the 18 AID targets mutated in repair-proficient GC B cells. Table S3 shows mutation analysis of genes validated by Sanger sequencing. Table S4 shows mutation analysis of the genes selected for machine-learning validation. Table S5 contains a list of the mutations found in *Ung^−/−^Msh2^−/−^* GC B cells that have been identified in cohorts of human lymphoma patients.

## Supplementary Material

Supplemental Material

Tables S1-S5 (zipped Excel files)

How the deposited data were processed for this re-analysis (not part of the article)

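RNA-Seq was analysed from GC B cells and resting (naive) B cells of mouse Peyer's patches, with 3 pools of 5 mice per population. The authors removed adapters with cutadapt v1.9, aligned and quantified the reads on the mouse transcriptome (NCBIm38 v75) with RSEM v1.2.25, with a mean fragment length set to 180 (SD 50), and deposited FPKM values per gene and pool, rounded to 2 decimals. The paper's text does not state a further normalization between pools. A value of this kind depends on the transcript length that RSEM assigns. Very short RNAs have unreliable effective lengths, and 253 genes were listed at 0 in one pool while another pool of the same population reached at least 20 TPM. None of the 20 housekeeping genes checked was listed at 0 in any pool. Reads from near-identical genes are divided by RSEM's model, so that members of multigene families are less certain.

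From the deposited FPKM, TPM was computed as FPKM divided by the pool total times 1000000. Because the files hold no counts, all tests were made on log2(TPM + 1) or on ranks. Depth was estimated from the FPKM steps of genes with a single transcript between 250 and 900 bp, and was between about 9700000 and 16200000 reads per pool. Gene symbols came from the mouse annotation of NCBIM37, the build of the captured regions, which named 33398 of the 39179 identifiers; no coordinates of the RNA-Seq build were used. Targets were matched by the identifiers of Table S2 A (270 genes) and other captured genes by symbol (1085) or by an unambiguous synonym (8). In all, 1363 captured genes had a value.

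Gene groups were compared with a two-sided permutation test of the difference in means (100000 resamples, seed 20180305), with Benjamini-Hochberg adjustment over 4 comparisons. The AUC was computed from ranks with a 95% bootstrap interval from 2000 draws, and shares of AID targets were compared with Fisher's exact test and given with Wilson intervals. GC and naive B cells were compared with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend) on genes with at least 1 TPM in at least 3 pools, at a Benjamini-Hochberg adjusted p under 0.05, and sets of genes with limma's camera test (inter-gene correlation 0.01). Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Pools of both populations carry the numbers 1 to 3 in the sample labels, and the paper does not state that pools with the same number came from the same mice, so the comparison was made without pairing and repeated with the replicate number as a block.

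The permutation test was tested on 200 simulated data sets, of which it called 4% with no difference and 98% with an added log2 difference of 2 between groups. The limma fit was tested on simulated values for 12785 genes, of which 200 were changed by a log2 fold change of 1: it recovered 97% of them, 2.02% of its calls were false, and it made 0 calls on data without changes. The simulated values were independent between genes and held no effect shared by pools.

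The designs, the rule for naming genes and the alternatives, apart from a correction for GC content and transcript length (with and without the replicate block), were set before the data were examined. Named genes are those the paper names as AID targets, lymphoma genes, repair genes or genes of Table S4, Fas as a check of the sort, the 3 highest and 3 lowest expressed highly mutated genes, the 3 highest expressed nontargets, and the 5 genes with the largest log2 fold change in each direction between GC and naive B cells. Alternatives covered the pseudocount (0.1 and 0.01), filters on low values, FPKM as deposited, the definition of highly mutated genes, the way of matching genes, the genes picked at random for the capture library, the paper's t test, quantile normalization, the replicate block, and leaving out each pool in turn. Chromatin binding, GRO-Seq, superenhancer, convergent transcription and targeted DNA sequencing reads were not analysed here; mutation frequencies are the paper's, from Table S2 A. Some genes that fall under the naming rule are not reported here.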

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

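Tests of depth, of GC content and transcript length, and of the origin of the genes in the capture library are given below. They were chosen as tests of these sources after the results they bear on had been seen. The same holds for the count over other splits of the pools in the comparison of GC and naive B cells. The fits that left out a pool and the difference in AUC among randomly picked genes had been set beforehand, but as alternatives.

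The paper reports no result from the naive B cells, and the comparison with them showed many differences. Of 12785 genes tested, 8392 differed between GC and naive B cells at an adjusted p under 0.05 in limma, with 4540 higher in GC and 3852 higher in naive B cells. Under quantile normalization, 4080 were higher in GC and 4450 higher in naive B cells. The 3 GC pools did not overlap the 3 naive pools in 9037 genes (70.7%), where chance gives 10%. The largest increases in GC B cells included Ighg1 (log2 fold change 8.74 on the log2(TPM + 1) scale, adjusted p = 2.79e-06 in limma), Gcet2 (7.83, 5.28e-08) and H1fx (7.59, 1.06e-06). The largest decreases included Cnn3 (-6.06, adjusted p = 1.13e-07 in limma) and Alox5ap (-6.02, 4.91e-05). Each was in its direction in all 3 pools. Short RNAs were also among the 5 largest changes in each direction. SNORA42 was at 208, 228 and 232 TPM in the GC pools and listed at 0 in the naive pools. Mir1191 was at 275, 152 and 398 TPM and SNORA61 at 48.6, 71.9 and 169 TPM in the naive pools, and both were listed at 0 in the GC pools. Short RNAs have unreliable effective lengths in FPKM values.

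Several technical sources of these differences were tested. Other ways of splitting the 6 pools into 3 and 3 gave between 0 and 6 genes (between 76 and 133 at an unadjusted p under 0.05), so that 1 of the 10 splits gave as many genes, the real one. Among the 4 splits that part every pair of pools with the same number, as the real one does, it was 1 of 4, while the others keep some pairs together. A design of this size cannot show a share under 0.05 whatever the data are, so the count of splits by itself decides nothing about chance. Every other split also mixes both populations on each side, so that the differences between the populations widen the spread within its groups and lower its count. In simulated values without changes, limma made 0 calls. These values were drawn independently for each gene and pool, with a spread set by the gene's mean. They held no effect shared by pools, so this result decides nothing about technical sources. Without naive replicate 2, the most deeply sequenced pool, 7740 genes were called, so a count of this size does not depend on that pool. How many of the same genes were called with and without it is not given here. After each pool was corrected for GC content and transcript length, which was possible for 86.3% of the genes tested, 92.6% of the 7787 calls among these genes kept their sign and significance, although the correction moved log2 fold changes by a median of 0.138. Of the calls among these genes, 4259 of 7787 were higher in GC B cells before the correction and 3760 of 8057 after it, so the direction that held more genes changed. The 10 genes with most TPM took between 9.73% and 11.6% of TPM in each pool. Marker genes of other cells, listed before this test, were mostly low, with a median over 17 markers of 0.624 TPM in GC and 0.797 TPM in naive B cells. The epithelial marker Krt8 nevertheless reached 23.9 ± 4.78 TPM (SD, n = 3) in naive B cells, which is 13.02% of the lowest level of a B cell marker (Pax5 in GC B cells, 183 TPM), and 11.9 ± 3.05 TPM (SD, n = 3) in GC B cells. Its log2 fold change was -0.96 (adjusted p = 0.00804 in limma). RNA from epithelial cells of the gut therefore remains a candidate source of some genes that were higher in naive B cells. The epithelial markers were higher in naive B cells, so this source does not account for genes higher in GC B cells. With epithelial RNA not excluded, the set of differing genes cannot be called biological as a whole.

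Expression in naive B cells separated AID targets from nontargets with an AUC of 0.805 (95% bootstrap interval 0.776 to 0.833), where 0.5 is the level without separation. Part of the capture library consisted of genes chosen for earlier evidence of AID activity or of Spt5 binding. Among the randomly picked genes alone the AUC was 0.791 (0.757 to 0.827), so that choice does not account for the separation. Mean expression of the 1363 captured genes was strongly related between both populations (Pearson's r of 0.917 across genes on the log2 scale, where genes are not independent replicates). Among the 299 captured genes that were called lower in GC B cells, the AUC for 82 targets against the rest was 0.779 (0.721 to 0.835) with naive expression and 0.788 (0.729 to 0.844) with GC expression. These genes were chosen by the change between the populations, and naive expression cannot be told apart there from expression shared by both populations. GC B cells among the sorted naive cells and RNA from epithelial cells are not assessed here as sources of this separation.

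The AUC was higher for GC than for naive expression by 0.0274 (two-sided permutation test that exchanged the ranks in GC and naive B cells of each gene, p = 0.00115), over 271 targets and 1092 nontargets. The difference was 0.0250 among randomly picked genes (p = 0.00716 in the same permutation test) and 0.0274 without the most deeply sequenced naive pool (p = 0.00124), so neither the choice of library genes nor depth in that pool accounts for it. Over its 9 alternatives, p lay between 0.00048 and 0.00716. All of these p-values treat genes as independent replicates, which they are not, and leave out variation between pools. They can therefore be too small. Log2 fold changes of targets and nontargets pose a related question. Their difference did not pass the threshold in limma's camera test (p = 0.086, n = 259 targets and n = 647 nontargets). That test allows for correlation between genes, and it passed in 2 of 13 alternatives. The difference is small beside the AUC values themselves, and RNA from epithelial cells in the naive pools, discussed above, was not tested as its source. As a hypothesis, expression in GC B cells may be slightly closer to the targeting of AID than expression in naive B cells.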

How the results depend on the processing

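Over 15 results, 136 alternatives were computed, of which 122 left the direction and the side of the threshold (or, for values and counts, the size) as they were. The differences in expression between groups of genes in GC B cells kept their direction and significance in every alternative tried. On log2 scales they ranged from 2.14 to 5.56 for targets against nontargets, from 3.50 to 7.50 for highly mutated against nonmutated genes, from 1.74 to 2.58 for highly mutated against mutated genes, and from 1.75 to 5.04 for mutated against nonmutated genes. The lowest values came from keeping genes with a mean of at least 1 TPM. The highest came from a pseudocount of 0.01, except for highly mutated against mutated genes, where the highest came from the randomly picked genes. The test named by the paper for Fig. 2 A, a two-tailed Student's t test, was also run on linear TPM over genes, and gave p = 2.43e-28 for targets against nontargets, p = 4.80e-58 for highly mutated against nonmutated genes, p = 3.93e-09 for highly mutated against mutated genes and p = 4.37e-28 for mutated against nonmutated genes. The AUC of GC expression (0.761 to 0.833 over 6 alternatives), its difference from the AUC of naive expression (0.0250 to 0.0494 over 9), the correlation with transition frequency (rho 0.307 to 0.437 over 6) and the shares of targets in the lowest (3.30% to 4.03%) and highest (42.4% to 64.0%) part of the genes by expression also kept direction and significance. Genes, not pools, were the units of the tests behind these results. The share in the lowest decile depends on the order of the 192 genes tied at 0, and lies between 0% (Fisher's exact test, p = 1.97e-14) and 5.11% (p = 4.20e-07) over all orders.

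Mean TPM depended on the unit and on the groups. With FPKM as deposited, the means in GC B cells were 752 for highly mutated, 156 for mutated and 32.8 for nonmutated genes, since FPKM totals are lower than 1000000. With highly mutated defined as the top 20% of targets by frequency without subtraction, the means were 1058 TPM for highly mutated and 235 TPM for mutated genes, and with a frequency without subtraction above 0.0003 they were 677 and 152 TPM. Among randomly picked genes only, they were 1882, 205 and 33.0 TPM for highly mutated, mutated and nonmutated genes; the cause was not tested.

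The number of genes differing between GC and naive B cells was 3253 when an absolute log2 fold change of at least 1 was also required (1816 higher in GC and 1437 higher in naive B cells), against 8392 without this requirement. It stayed between 7180 and 8639 in the other alternatives, and between 7656 and 8101 genes when each of the 6 pools was left out in turn. Quantile normalization called 8530 genes, of which 4080 were higher in GC and 4450 higher in naive B cells, so which direction held more genes depended on the scaling. It also depended on the correction for GC content and length, after which 3760 of 8057 calls were higher in GC B cells, against 4259 of 7787 before it among the same genes. The same genes with the same sign were called under both scalings in 7884 cases. The deviations of GC and naive pools with the same number from their population means had a mean correlation of 0.050, against -0.025 for pools with different numbers. With the replicate number as a block, 7960 genes were called, of which 7795 were also called without it. A correction for GC content and length, added after the data had been seen, gave 8057 genes among those with these properties, and 7902 genes together with the replicate block.

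Log2 fold changes between GC and naive B cells were higher for targets than for nontargets by 0.36 (limma camera, p = 0.086, n = 259 targets and n = 647 nontargets). The difference was 0.40 with no filter on low values (camera p = 0.0308, n = 265 targets and n = 948 nontargets) and 0.39 among randomly picked genes (camera p = 0.0191, n = 164 targets and n = 560 nontargets), which passed the threshold; the cause was not tested. With the replicate block it was 0.36 (camera p = 0.0749, n = 259 targets and n = 647 nontargets). Over all 13 alternatives p ranged from 0.0191 to 0.166. Targets mutated in repair-proficient cells did not differ detectably from other targets (0.50 log2 units), and against highly mutated targets only the difference was -1.35 (permutation p = 0.0807); the cause was not tested.

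The depth of about 10000000 reads in most pools limits genes of low expression. Among genes between 1 and 10 TPM, the median coefficient of variation was 19.6% in GC and 18.6% in naive B cells, and a gene listed at 0 in a pool cannot be told from one expressed below what that depth can show.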

Differences from the paper's values

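The lines drawn in Fig. 2 A were read by eye as about 1000 for highly mutated, about 200 for mutated and about 50 for nonmutated genes. Over all captured genes and in TPM, with highly mutated genes defined as above, the means in GC B cells did not differ from them by more than 1.5 times. Among randomly picked genes only, the means of highly mutated (1882 TPM) and nonmutated genes (33.0 TPM) did differ by more. So did the mean of nonmutated genes with FPKM as deposited (32.8).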

Other observations

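The tests in this part were written down before their results were seen, and those on weakly expressed genes after the low values themselves had been seen.

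Some highly mutated genes had little RNA. Hist1h1a was at 1.21 ± 0.855 TPM and Hist1h1b at 5.97 ± 1.46 TPM (SD, n = 3 GC pools). Dyrk3, which is not a histone gene, was at 5.47 ± 0.786 TPM (SD, n = 3), and the tests on histone genes do not bear on it. Hist1h1c, a gene that the paper tested outside its capture library, was at 10.5 ± 2.19 TPM (SD, n = 3), although the paper's Table S4 gives it the highest RNAPolII density of the 12 genes there (84 RPKM, the paper's value in activated splenic B cells). Messages of replication-dependent histone genes end without a poly(A) tail, and a library that selects poly(A) would miss them; the paper's text does not name a selection step. Of 64 genes taken as such by their names, 56 were under 10 TPM in GC B cells (median 3.71 TPM), while 0 of 7 genes listed as histone variants with poly(A) tails were under 10 TPM (two-sided Fisher's exact test, p = 4.84e-06; median 525 TPM). Both groups were set by gene name, and tails were not measured. The 64 include Hist1h1t, Hist1h2aa, Hist1h2ba and Hist3h2bb-ps, at 0 TPM in GC B cells, which may not be expressed there at all. An alternative is that reads were divided among near-identical copies. The TPM of all 64 genes together summed to 343 ± 26.1 (SD, n = 3), less than the 1865 ± 70.6 TPM (SD, n = 3) of the variant gene H2afz alone. The sum is nevertheless above the median of the highly mutated genes, 314.6 TPM. Division among copies is therefore not excluded as a source of the low values of single genes. The low level of linker histone genes may reflect the library rather than low transcription. For the other histone genes, division of reads among copies also remains possible. Expression from this kind of data may then understate how strongly linker histone genes are transcribed. Low transcription of these genes was not tested separately, since no measure of nascent RNA was analysed here.

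Of the 271 targets, 21 were under 5 TPM in GC B cells and had a position in the annotation, and 7 of these (Aatk, Dsg4, Ildr2, Lmo1, Mdfi, Rims1 and Runx1t1, named after their values were seen) were listed at 0 in all 3 GC pools. Such genes could be mutated because a more highly expressed gene lies at their transcription start. A gene of at least 10 TPM overlapped or lay within 1000 bp of the first 500 bases of the annotated gene in 2 of these 21 targets (Hsf4 with Fbxl8 and Tex14 with Rad51c). The same held for 31 of 576 nontargets under 5 TPM (9.52% against 5.38%; two-sided Fisher's exact test, p = 0.325). With so few targets this difference was not detectable. At the annotated 5′ end, most of these targets had no such neighbour. The captured region can lie elsewhere in the gene. For Rims1, on the minus strand of chromosome 1, it ended at 22812563, while the gene's 5′ end is at 22911673. A neighbour of the captured region itself was not tested, so it is not excluded for such genes.

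Log2 fold changes between GC and naive B cells averaged 0.51 over 259 targets and 0.15 over 647 nontargets that passed the filter on low values. The difference of 0.36 did not pass the threshold in limma's camera test (p = 0.086, n = 259 targets and n = 647 nontargets). Of the targets tested, 136 were called higher in GC and 82 higher in naive B cells, against 269 and 217 of the nontargets. Of the 10 splits of the 6 pools into 3 and 3, 1 gave a difference as large, the real one (the others gave between 0.09 and 0.15 in absolute value), which is the smallest number that this design allows and so decides nothing about chance. The split of GC replicates 1 and 2 with naive replicate 3 against the rest had a lower camera p (0.0401, n = 259 targets and n = 647 nontargets) than the real one, with a difference of 0.14. Every split other than the real one has 2 pools of one population against 1 on each side and so carries part of the difference between the populations, so these splits are no measure of what chance gives.

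The 15 targets that were mutated in repair-proficient cells (Table S2 B) and had a value were expressed 0.50 log2 units above the other 256 targets, a difference that was not significant (two-sided permutation test, p = 0.476). Against the 46 other targets that were highly mutated, the difference was -1.35 log2 units (p = 0.0807 in the same permutation test). With 15 genes, no difference in expression was detected, which does not show that there is none.

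The 12 genes with high RNAPolII and Spt5 density that the paper sequenced outside its library (Table S4) ranged from 10.5 to 2104 TPM in GC B cells, with a median of 80.4 TPM. Of these, 6 were at or above 104 TPM, where the highest 20% of the captured genes begins, and 7 were below the median AID target. Clec2d was at 38.5 ± 2.21 TPM and Cd69 at 13.5 ± 0.923 TPM in GC B cells (SD, n = 3), and both were higher in every naive pool, at 98.3 ± 3.12 and 75.3 ± 4.73 TPM (SD, n = 3).

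The microRNA gene Mir142, a highly mutated target, was at 312, 114 and 116 TPM in the GC pools and at 1041, 1612 and 439 TPM in the naive pools. This spread is much wider than for protein-coding targets of a similar level, such as Pim1 (180, 191 and 190 TPM in the GC pools). The annotated Mir142 gene is 64 bases long, less than the mean fragment length of 180 set in RSEM. The limit given above for short RNAs, unreliable effective lengths, therefore holds for these values and for the difference between the populations. No explanation was tested for the spread.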
